A study of Homo sapiens with 64 samples. Its data were reported in "Combination antagonism of TNF superfamily signaling for T cell immunosuppression" (2026).

How the data were processed

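Human CD3+ T cells of 4 donors were cultured with X-ray irradiated CD3-negative stimulator cells of a different donor, and live cells that did not carry the stimulators' dye were sorted for RNA sequencing. The series held 64 libraries in 16 groups of 4, and groups and replicate letters (A to D, the T cell donor) were taken from the labels. No library was left out.

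The authors prepared stranded poly-A libraries with paired-end reads. Their processing notes and methods name Cutadapt 4.9 for trimming, STAR 2.7.9a for alignment to GRCh38 and Salmon 1.10.1 for quantification, followed by R 4.4.1, edgeR 4.4.2 and limma 3.62.2. The deposited table held estimated counts per gene from the authors' quantification, which need not be whole and were not normalized (66.4% of nonzero values were whole within 1e-06). It held 63241 genes, of which 62666 matched GENCODE release 44 by identifier, and coordinates given here come from that annotation on GRCh38. Of 42640 genes with a name of their own in the table, 42241 had the same name in GENCODE. Whether counting used the strand was not given in the sources used here, so antisense genes (BHLHE40-AS1, VPS9D1-AS1 and PAXBP1-AS1), overlapping genes and near-identical copies (NPIPB12, SMG1P1 and TBC1D3G) are uncertain. GPC2 and GAL3ST4 lie next to each other on the same strand, and reads that run from the upstream into the downstream gene cannot be told apart from its own here.

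Genes on the Y chromosome, XIST and TSIX were left out of every step because the donors are people (606 genes, 0.165% of all counts). No pair of libraries held identical values. Within groups, log2 CPM of the tested genes correlated at r = 0.9295 to 0.9727. A group without any count of a gene was given a floor of 3 counts per group, which covers counting error only.

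Counts were rounded to whole numbers, filtered with edgeR filterByExpr (minimum count 10, minimum total 15; 18293 genes kept) and scaled by TMM. Expression was tested with limma-voom in R 4.3.3 (limma 3.58.1, edgeR 4.0.16), with all 16 groups and the donor as a block in a single fit. limma-voom was kept as the main test because the authors' methods use it, and those methods do not state a donor term for this fit. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5. CPM values are means ± SD of 4 libraries, and log2 CPM used a prior count of 2. The replicate letters mark the same T cell donor in every group. Deviations from group means correlated within donors with a median r of 0.4 (-0.14 between donors), 96.2% of 480 same-donor pairs were above 0.1 with a lowest r of -0.03, and all 64 libraries were closest to their own donor.

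The comparisons, tests, gene lists, rule for named genes and alternative settings were fixed before the data were examined. Comparisons were No drug and Immunocult against Unstim, each treated or control group against No drug, each combination against its constituents (directly, against both, and as an interaction), Ada + Dapiro against the other combinations and CTLA4-Fc, and the same drug with either immunoglobulin. The 35 gene lists were cytotoxic effectors, T cell cytokines, chemokines, chemokine receptors and trafficking, activation receptors, inhibitory receptors, DNA replication, mitosis, glycolysis, hypoxia, type I interferon-stimulated genes, interferon-gamma response, NF-kB targets, TNF ligands, TNF receptors, IL-2/STAT5 targets, TCR-induced transcription factors, MYC and ribosome biogenesis, cholesterol synthesis, naive and resting T cell genes, Treg, Th1, Th2, Th17 and Tfh genes, CD8 and gamma-delta genes, markers of NK cells, monocytes and macrophages, dendritic cells, B and plasma cells, and platelets and red cells, p53 response, stress and heat shock, mitochondrial transcripts, and genes the study named. The last list was chosen by the study on these samples. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry.

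Named genes were the 8 largest rises and 8 largest falls among called genes that changed the same way in 4 donors with at least 5 CPM in the higher group (5 each way between treatments), the 4 members of each list with the smallest adjusted p, the drug targets and their partners with IL2 and IFNG, and the genes the study named. Genes without a symbol, receptor gene segments, HLA and KIR genes were not named among the largest changes. A gene outside this rule was TBC1D3G, named because it was the single call of its contrast. Some genes that the rule takes are not reported here.

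The inflammatory index was the mean log2 CPM of genes higher than Unstim in both No drug and Immunocult. Its 14 MLR groups were ranked within donors and compared by a Friedman statistic and two-sided mean rank differences from No drug. Both were set against 100000 permutations of the ranks within donors, and p was adjusted over 13 groups by the largest rank difference in each permutation. Combinations were compared with constituents by an exact two-sided sign-flip test. Overlaps of comparisons with a shared control were set beside 20 simulated pairs of unchanged groups, the overlap of independent lists, and splits of the control libraries. Alternatives were no replicate block, edgeR's quasi-likelihood test, DESeq2 1.42.0, median-of-ratios scaling, no low-count filter, only the groups of the contrast, matched immunoglobulin comparators, other index genes and scale, and each donor left out in turn.

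The tests were tried on simulated counts for Ada + Dapiro against No drug, with 199 changed genes among 18029 tested. limma-voom recovered 61.6% of genes changed 2-fold and 83% of those changed 4-fold with 18 false calls, edgeR 59.6% and 82% with 7, and DESeq2 62.6% and 86% with 26. Of 200 random lists, camera gave p below 0.05 for 1 and fry for 7. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.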

Results

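RNA sequencing was performed on human T cells recovered from mixed lymphocyte reactions (MLRs), cocultures in which T cells of a donor respond to irradiated non-T cells of another donor. The series held 64 libraries in 16 groups, with 1 library from each of 4 T cell donors (replicates A to D) in every group. Unstim was T cells without stimulator cells, No drug was the untreated MLR, and Immunocult was T cells given an antibody activator of CD3 and CD28. The treated MLRs received adalimumab (Ada, an antibody against TNF), dapirolizumab (Dapiro, against CD40L), amlitelimab (Amlite, against OX40L) or baminercept (Bam, a soluble lymphotoxin-beta receptor that captures lymphotoxin and LIGHT). Each drug was paired with a control immunoglobulin (IgG1 or IgG4) or with a further drug, and groups that received only control immunoglobulins (IgG1+IgG1 and IgG1+IgG4) gave the background. CTLA4-Fc, which blocks CD28 costimulation, was the comparator. Library totals ran from 10.9 to 27 M estimated counts, with a median of 19.2 M, and 18293 genes passed the expression filter. Values are mean CPM ± SD (n = 4) and log2 fold changes ± SE from limma-voom with donor as a block, with Benjamini-Hochberg adjusted p. A gene was called when adjusted p was below 0.05 and the fold change was at least 1.5.

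The allogeneic reaction was described by comparing No drug with Unstim. The No drug libraries held more transcript of some cytotoxic effectors, inhibitory receptors and chemokine receptors, and far less of monocyte and macrophage genes. CD38, an activation marker and NAD-consuming ectoenzyme (chromosome 4, 15778275 to 15853232, plus strand), was 4.6-fold higher, at 56.6 ± 11.5 CPM against 13.1 ± 6.74 (log2 fold change 2.2 ± 0.26, adjusted p = 8.6e-09, higher in 4 of 4 donors). In total 345 genes were higher and 894 lower. The largest rises included PPFIA4 (14-fold), MIR210HG (9.73-fold), MYO7A (4.11-fold), APOBEC3H (4.06-fold), SRGAP3 (3.87-fold) and LAYN (3.81-fold). PPFIA4 and MIR210HG had an SD above the mean (25.2 ± 38.7 and 22.4 ± 34.8 CPM).

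Of 14 cytotoxic effectors, 4 rose and none fell (6 higher when adjusted over the list alone). Granzyme B (GZMB) was 3.33-fold higher (47.8 ± 31.1 against 15.5 ± 9.76 CPM, adjusted p = 0.016). Granulysin (GNLY) rose 2.1-fold, GZMA 2.08-fold and GZMH 2.07-fold, each in 3 of 4 donors, while perforin (PRF1) did not pass (log2 fold change 0.59 ± 0.2, adjusted p = 0.054). The list ranked high by camera (adjusted p = 5.2e-05, and adjusted p = 0.13 with an estimated correlation). Among 15 inhibitory receptors, 7 rose and 1 fell (8 and 1 adjusted over the list alone), among them LAG3 (2.98-fold, adjusted p = 7.1e-06), ENTPD1 (3.46-fold), TOX2 (2.68-fold), CTLA4 (2.53-fold) and TIGIT (1.76-fold), with adjusted p = 3.5e-06 for the list and adjusted p = 0.093 with an estimated correlation. HAVCR2 did not pass (adjusted p = 0.06). Of 19 chemokine receptors and trafficking genes 5 rose and 1 fell, including CXCR6 (3.23-fold, 122 ± 43.5 against 41.0 ± 22.1 CPM, adjusted p = 1.2e-05) and CCR2 (3.78-fold, adjusted p = 0.0037). That list gave adjusted p = 0.0051, and adjusted p = 0.43 with an estimated correlation.

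T helper lists also had rises, and activation and proliferation lists were mixed. Th1 genes rose in 4 of 11 cases (5 adjusted over the list alone), including IL12RB2 (2.06-fold) and HOPX (1.72-fold), with adjusted p = 8.4e-04, and adjusted p = 0.093 with an estimated correlation. Treg genes rose in 4 of 15 (7 adjusted over the list alone, adjusted p = 5.2e-05, adjusted p = 0.14 with an estimated correlation), and Tfh genes in 3 of 13, including MAF (1.61-fold), with adjusted p = 3.1e-04 and adjusted p = 0.068 with an estimated correlation. IL-2/STAT5 targets rose in 4 of 20 (5 higher and 1 lower adjusted over the list alone; adjusted p = 0.0041, and adjusted p = 0.47 with an estimated correlation), among them BATF (1.81-fold), GFI1 (1.7-fold) and IL2RB (1.79-fold). TCR-induced transcription factors, led by IRF4 (2.3-fold) and DUSP4 (2.33-fold), had 3 rises and 1 fall in 19 (adjusted p = 0.23). Of 20 activation receptors 3 rose and 2 fell (adjusted p = 0.16), and IL2RA (log2 fold change 0.72 ± 0.31, adjusted p = 0.16) and TNFRSF18 (adjusted p = 0.056) did not pass. GAPDH rose 1.89-fold (2250 ± 350 against 1300 ± 607 CPM, adjusted p = 4.7e-04) and was the single called gene of 21 in glycolysis (adjusted p = 0.0026, and adjusted p = 0.56 with an estimated correlation). None of 28 DNA replication genes and 1 of 28 mitosis genes was called (adjusted p = 0.027 and 0.52; for replication adjusted p = 0.72 with an estimated correlation), with MKI67 at log2 fold change 0.9 ± 0.35 (adjusted p = 0.11). Donors moved in opposite directions, since mean log2 CPM of the mitosis genes went from 0.45 to 3.12 in replicate D and 3.92 to 4.46 in A, but from 4.67 to 3.31 in B and 4.78 to 3.72 in C. Among 27 measured genes the study named, 16 rose (22 adjusted over the list alone; camera adjusted p = 1.3e-14, and adjusted p = 0.012 with an estimated correlation). That list was chosen on these samples, so it is not independent evidence in any comparison.

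The remaining lists fixed for this comparison were smaller or mixed. T cell cytokines had 2 falls in 18 (adjusted p = 0.42), type I interferon-stimulated genes 2 rises and 1 fall in 32 (adjusted p = 0.2), interferon-gamma response genes 6 falls in 22 (adjusted p = 0.083) and NF-kB targets 1 rise and 5 falls in 23 (adjusted p = 0.0059, and adjusted p = 0.43 with an estimated correlation). Neither 17 TNF ligands (3 falls, adjusted p = 0.23) nor 25 TNF receptors (3 falls, adjusted p = 0.56) ranked apart. Cholesterol synthesis genes ranked low with 2 falls in 22 (adjusted p = 6.3e-04, and adjusted p = 0.36 with an estimated correlation), as did stress and heat shock genes with 2 falls in 15 (adjusted p = 0.0081, and adjusted p = 0.33 with an estimated correlation) and mitochondrial transcripts with 1 fall in 13 (adjusted p = 2.4e-09, and adjusted p = 0.11 with an estimated correlation). Hypoxia genes had no call in 18 (adjusted p = 0.028, and adjusted p = 0.63 with an estimated correlation). MYC and ribosome biogenesis genes (no call in 22), naive and resting T cell genes (1 fall in 20), Th2 genes (1 fall in 10), Th17 genes (1 fall in 12), CD8 and gamma-delta genes (no call in 12), platelet and red cell markers (no call in 4) and p53 response genes (1 rise and 3 falls in 20) had adjusted p of 0.36, 0.98, 0.52, 0.38, 0.083, 0.45 and 0.23.

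Transcripts of antigen-presenting cells were lower in No drug. Of 23 monocyte and macrophage markers 20 fell (21 adjusted over the list alone), with a median log2 fold change of -6.65 (adjusted p = 1.6e-38, and adjusted p = 0.0016 with an estimated correlation). CD68, a lysosomal macrophage protein, was at 2.38 ± 1.88 CPM against 279 ± 224, and APOE, S100A9 and CST3 fell 117-fold, 162-fold and 32.9-fold. The largest falls included CHI3L1 (0.966 ± 1.12 against 972 ± 982 CPM), A2M (1080-fold), PLA2G7 (971-fold), CYP27A1 (620-fold), NRP1 (558-fold), GPNMB (554-fold) and LILRB4 (531-fold), and SEMA6B, with no count in No drug, was at least 596-fold lower (floor of 3 counts per group). Dendritic cell markers fell in 8 of 11 cases (adjusted p = 3.0e-12), including CD86 (13.5-fold), and B cell and plasma cell markers in 8 of 17 (adjusted p = 1.7e-05, and adjusted p = 0.079 without the replicate block), including MS4A1 (2.74-fold). NK cell markers had 2 falls in 13, TYROBP (11.4-fold) and FCER1G (28.4-fold), both shared with myeloid cells (adjusted p = 0.23). Several genes that myeloid cells also express fell in parallel: 9 of 16 chemokines, of which 2 others rose (adjusted p = 3.9e-05, and adjusted p = 0.13 with an estimated correlation), such as CXCL10 (43.2-fold), CXCL9 (24.3-fold), CCL2 (235-fold) and CXCL8 (378-fold), HLA-DRA (9.67-fold), SOD2 (3.66-fold), IDO1 (147-fold), and the receptors CD40 (11.4-fold, 3.45 ± 1.82 against 49.8 ± 46.2 CPM) and LTBR (15.1-fold). TNF was 2.32-fold lower (16 ± 9.55 against 35.4 ± 19.1 CPM, adjusted p = 0.011).

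**Figure D1:**
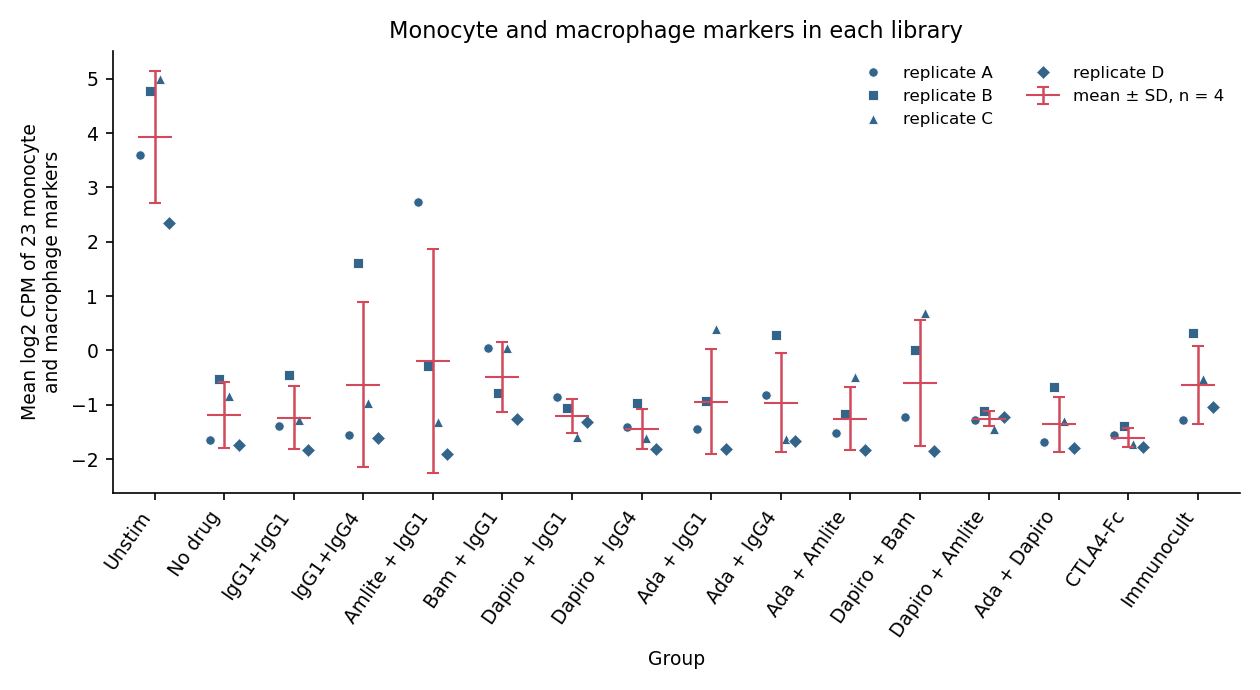
Mean log2 CPM (vertical axis) of 23 monocyte and macrophage markers in each of the 64 libraries by group (horizontal axis), with a point per library, point shapes for replicates A to D, and red bars for the mean ± SD of 4 libraries. Unstim libraries averaged 3.92 ± 1.22, and replicate A of Amlite + IgG1 stood at 2.74 among otherwise low treated libraries.

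Left-out donors changed this comparison mainly through replicate C, without which 757 genes were called in place of 1239 (1062 to 1486 without A, B or D). Of 56 called genes named for it, 36 kept the call in all 4 fits. Calls of GNLY, GZMA, HOPX and TNF were lost without replicate A or C, BATF without A or D, IL2RB and IL12RB2 without C or D, and MIR210HG without B or C. Those of GZMB and DUSP4 were lost without A, C or D, GZMH without A, B or C, ENTPD1 and IRF4 without D, and PPFIA4, CCR2, CTLA4, TIGIT and MAF without C. Neither edgeR nor DESeq2 called GZMA, GZMH or ENTPD1, edgeR did not call HOPX, and a fit without the replicate block called 754 genes.

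Immunocult was compared with Unstim as the reference for full activation. It changed 7190 genes, 3028 higher and 4162 lower. All 28 DNA replication genes and all 28 mitosis genes rose (camera adjusted p = 3.2e-19 and 1.4e-17, and adjusted p = 0.18 and 0.21 with an estimated correlation), with MKI67 8.65-fold higher (760 ± 194 against 113 ± 68.7 CPM). Glycolysis genes rose in 19 of 21 cases (adjusted p = 1.6e-12, and adjusted p = 0.18 with an estimated correlation), with GAPDH 6.97-fold and LDHA 5.34-fold higher, and cholesterol synthesis genes in 19 of 22 (adjusted p = 1.1e-09, and adjusted p = 0.18 with an estimated correlation). Cytokine genes rose in 14 of 18 and fell in 1 (adjusted p = 0.0012, and adjusted p = 0.28 with an estimated correlation), among them IFNG (9.45-fold, 88.7 ± 92.1 against 9.42 ± 13.4 CPM) and IL17F (79.2-fold). IL2RA (6.85-fold), IL12RB2 (10.8-fold), CD38 (10.1-fold), CTLA4 (12.5-fold), LAG3 (8.81-fold), GZMB (15.1-fold), IRF4 (9.03-fold) and TNFRSF4, the OX40 receptor (6.76-fold), rose in 4 of 4 donors. IL7R, a receptor of resting T cells, fell 6.05-fold (284 ± 193 against 1520 ± 293 CPM). TNF rose 1.72-fold (adjusted p = 0.024) and CD40LG 1.83-fold (adjusted p = 0.0029). The largest rises were in ADCY1 (136-fold), STC2 (88.9-fold), DGKI (85.9-fold), IGFBP2 (67.3-fold) and PPFIA4 (50.8-fold). Monocyte and macrophage markers fell in 22 of 23 cases (adjusted p = 5.6e-10, and adjusted p = 0.18 with an estimated correlation), with C1QA, C1QB, FPR3 and ALDH1A1 231-fold, 227-fold, 198-fold and 195-fold lower. Calls of TNF were lost without replicate C or D and that of CD40LG without C.

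No drug and Immunocult shared 246 genes higher than Unstim and 638 lower, with 29 called in opposite directions. Independent lists of these sizes would share 57.1 and 203. Log2 fold changes correlated across genes (r = 0.57), against r = 0.34 for simulated unchanged groups that shared the Unstim libraries, and the covariance was 0.76 against a simulated 0.067. With the Unstim libraries split 2 and 2 between the comparisons, 68 to 177 higher and 491 to 606 lower genes were shared (r = 0.23 to 0.58). Genes are not independent replicates.

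Control immunoglobulins and single drugs were compared with No drug to give the background of the combinations. limma-voom called no gene for IgG1+IgG1 or IgG1+IgG4, where unadjusted p below 0.05 gave 147 and 167 genes, edgeR 0 and 0, and DESeq2 13 and 7. Some lists ranked apart there, none with an estimated correlation. Mitochondrial transcripts were higher in 13 of 13 cases in both groups (medians 0.17 and 0.19 on the log2 scale, adjusted p = 2.2e-18 and 1.2e-18). Monocyte and macrophage markers were higher in 21 of 23 in IgG1+IgG4 (median log2 fold change 1, adjusted p = 2.5e-04), where replicate B had a mean log2 CPM of 1.61 against -0.52 in No drug. Mitosis genes were lower in 28 of 28 cases in IgG1+IgG1 (median log2 fold change -0.19, adjusted p = 0.034), and type I interferon-stimulated genes in 28 of 32 and, for IgG1+IgG4, 31 of 32 (medians -0.08 and -0.16, adjusted p = 0.035 and 3.7e-05). Genes the study named were lower in 24 of 27 in both groups (medians -0.08 and -0.11, adjusted p = 0.13 and 0.038). Amlite + IgG1 and Bam + IgG1 also had 0 calls (581 and 351 at unadjusted p, 31 and 0 by edgeR, 70 and 1 by DESeq2). Monocyte and macrophage markers ranked high in Amlite + IgG1 (median log2 fold change 1.44, adjusted p = 3.1e-04, and adjusted p = 0.72 with an estimated correlation), carried by replicate A (mean log2 CPM 2.74 against -1.65 in No drug, with -0.29, -1.32 and -1.9 against -0.52, -0.84 and -1.74 in B, C and D). Ada + IgG1 had 6 genes higher and 7 lower. GBP4, an interferon-induced guanylate-binding protein, fell 1.74-fold (adjusted p = 0.039). CBLN3 (2.2-fold), EPB41L2 (1.65-fold), C17orf49 (1.54-fold) and the antisense gene BHLHE40-AS1 also fell, and EPHB4 (1.75-fold), PODXL2, LINC02035, ADAT2 and PAXBP1-AS1 rose. Each of these 10 calls was lost without replicate A, C or D, none was made against IgG1+IgG1, and edgeR did not make those of GBP4, PODXL2, LINC02035 and PAXBP1-AS1. TNF itself was unaltered within error in Ada + IgG1 (log2 fold change 0.01 ± 0.37, adjusted p = 1). Ada + IgG4 had 1 gene higher and 2 lower, Dapiro + IgG1 2 higher and 1 lower, and Dapiro + IgG4 2 higher. EPHB4, an ephrin receptor, was higher in all 4 of these groups (1.75-fold, 1.85-fold, 1.8-fold and 1.88-fold, in 4 of 4 donors each), which share the No drug libraries and are not independent. It was called against the matched immunoglobulin group in none of them, and each call was lost without replicate A, C or D (for Dapiro + IgG1 also without B).

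Gene lists moved in the single-drug groups with few calls inside them. Interferon-gamma response genes had 2 falls in 22 with Ada + IgG1 (5 adjusted over the list alone; adjusted p = 1.2e-12, and adjusted p = 0.063 with an estimated correlation). NF-kB targets had a median log2 fold change of -0.51 with Ada + IgG1 and -0.43 with Ada + IgG4, with no call over all genes (adjusted p = 1.0e-08 and 2.1e-08, and adjusted p = 0.063 and 0.066 with an estimated correlation). The same list had a median of -0.16 with Dapiro + IgG1 (adjusted p = 0.02, and adjusted p = 0.36 with an estimated correlation) and adjusted p = 0.08 with Dapiro + IgG4. Th1 genes ranked low with Ada + IgG4, Dapiro + IgG1 and Dapiro + IgG4 (adjusted p = 5.6e-06, 4.6e-06 and 1.4e-05, and adjusted p = 0.025, 0.022 and 0.033 with an estimated correlation). Of the 27 genes the study named, 1 fell with Ada + IgG1 and none with the other groups (9, 11, 17 and 16 adjusted over the list alone for Ada + IgG1, Ada + IgG4, Dapiro + IgG1 and Dapiro + IgG4). No gene separated Ada + IgG1 from Ada + IgG4 or Dapiro + IgG1 from Dapiro + IgG4 (128 and 118 at unadjusted p, 0 and 0 by edgeR, 3 and 8 by DESeq2). The Ada and Dapiro pairs correlated across genes at r = 0.68 and 0.61 (0.27 and 0.29 simulated), 0.48 and 0.45 with separate immunoglobulin controls. With No drug libraries split, r was 0 to 0.2 and -0.08 to 0.21. Dapiro + IgG1 had 0 calls without any donor in turn, and against the matched immunoglobulin group 2 genes were called for Ada + IgG4 and none for the other 3 groups.

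**Figure D2:**
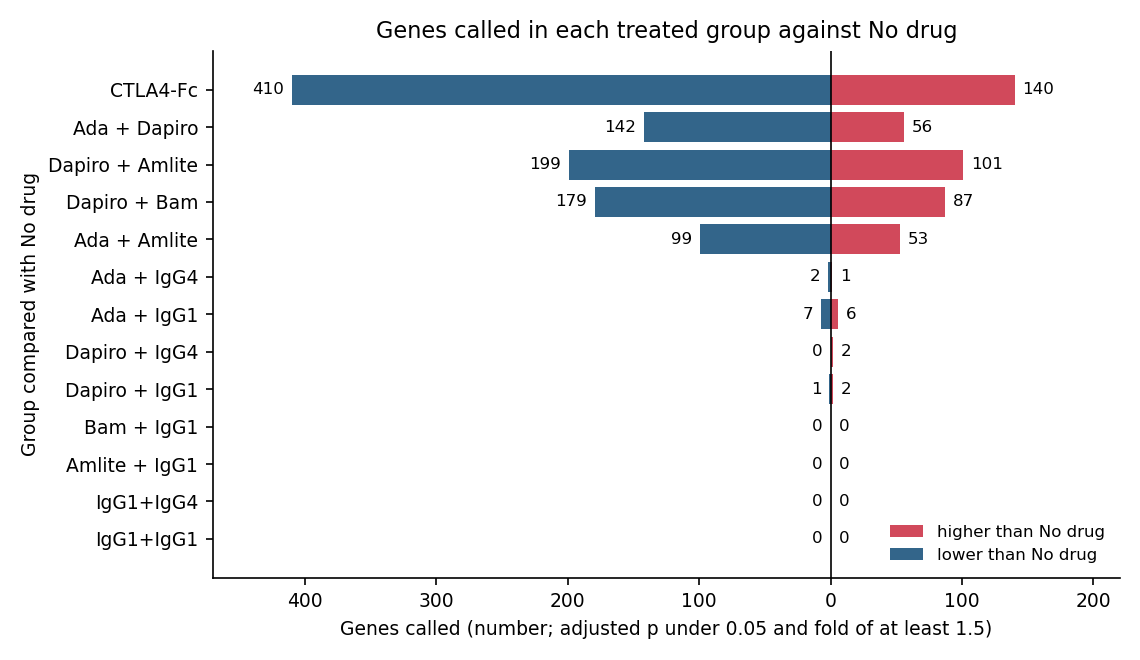
Number of genes called higher (red, right) and lower (blue, left) than No drug in each of the 13 other MLR groups, with the count printed at each bar. The 4 combinations called 152 to 300 genes and CTLA4-Fc 550, against at most 13 in any single-drug group.

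Ada + Dapiro tested joint blockade of TNF and CD40L. Some cytotoxic effectors, activation and inhibitory receptors, and cell cycle genes were lower than in No drug, and 56 genes were higher and 142 lower. GZMB fell 5.27-fold to 9.04 ± 3.69 CPM (log2 fold change -2.4 ± 0.54, adjusted p = 0.012) and CD38 2.73-fold to 22.0 ± 11.7 CPM (-1.45 ± 0.24, adjusted p = 8.7e-04), both in 4 of 4 donors. Further large falls were in GNG4 (4.66-fold), MGAT5B (4.26-fold), PCLAF, a replication-coupled PCNA-binding factor (4.15-fold), ENTPD1 (3.66-fold), the fatty acid desaturase SCD (3.37-fold), BMAL2 (3.33-fold) and BHLHE40-AS1. Rises were led by MMP28 (3.78-fold), GAS7 (3.3-fold), GPC2 (3.07-fold), GAL3ST4 (2.75-fold, 71.1 ± 60.7 against 23.2 ± 11.1 CPM), GRB10 (2.41-fold), NAV2 (2.4-fold) and ADAMTS10 (2.32-fold, adjusted p = 0.0013), with VPS9D1-AS1.

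Of 14 cytotoxic effectors 5 fell (7 adjusted over the list alone), with GNLY at 73.5 ± 20.4 against 186 ± 39.8 CPM (2.56-fold, adjusted p = 0.007), GZMA 2.47-fold, GZMH 2.78-fold and PRF1 1.8-fold lower (list adjusted p = 5.3e-08, and adjusted p = 0.042 with an estimated correlation). Activation receptors fell in 6 of 20 cases (10 adjusted over the list alone; adjusted p = 6.3e-10, and adjusted p = 0.042 with an estimated correlation), including CD74 (1.88-fold), TNFRSF4 (2.5-fold), TNFRSF18 (2.31-fold) and IL12RB2 (2.04-fold, adjusted p = 0.048). Inhibitory receptors fell in 4 of 15 (6 adjusted over the list alone; adjusted p = 1.1e-07, and adjusted p = 0.049 with an estimated correlation), including HAVCR2 (2.15-fold), LAG3 (1.87-fold) and TOX2 (1.88-fold). MKI67 (2.5-fold, 65.5 ± 17.2 against 167 ± 67 CPM, adjusted p = 0.038) and CENPF (2.32-fold) were the 2 called members of 28 mitosis genes (23 adjusted over the list alone, median log2 fold change -1.24), and 1 of 28 DNA replication genes was called (18 adjusted over the list alone, median -0.85). Both lists had adjusted p = 2.5e-15, and adjusted p = 0.17 and 0.14 with an estimated correlation. GAPDH (1.67-fold) and PFKP (1.68-fold) fell among 21 glycolysis genes (9 adjusted over the list alone; adjusted p = 6.2e-09, and adjusted p = 0.14 with an estimated correlation). SQLE (1.85-fold) fell among 22 cholesterol synthesis genes (adjusted p = 8.9e-05, and adjusted p = 0.18 with an estimated correlation). The chemokines CXCL13 (6.21-fold) and XCL1 (2.88-fold) fell with 1 other of 16 (adjusted p = 2.0e-05, and adjusted p = 0.12 with an estimated correlation), and STAP1 (2.83-fold) and HOPX (1.89-fold) also fell. CCR2 (adjusted p = 0.081), IL2RA (adjusted p = 0.12) and IFNG (adjusted p = 0.17) did not pass, and TNF transcript was at log2 fold change -0.06 ± 0.37 (adjusted p = 0.96). The 13 mitochondrial transcripts all had positive log2 fold changes (median 0.32, no call, adjusted p = 8.3e-16, and adjusted p = 0.042 with an estimated correlation). Monocyte and macrophage markers had no call (median -0.12, adjusted p = 0.74). Of 27 genes the study named, 14 fell (24 adjusted over the list alone). The count was 27 without replicate C, 82 without D, 114 without A and 280 without B. Of 37 called genes named here, CD38 and BHLHE40-AS1 kept the call in all 4 fits and 18 against IgG1+IgG1 (85 calls). Without the replicate block 1 gene was called.

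Ada + Amlite tested TNF with OX40L. Some interferon response genes and cytotoxic effectors fell, and 53 genes were higher and 99 lower. GZMA fell 2.83-fold to 42.8 ± 26.0 CPM (log2 fold change -1.5 ± 0.32, adjusted p = 0.011). Large falls were in BHLHE40-AS1, XCL1 (3.5-fold), MGAT5B (3.43-fold), CD244 (3.28-fold), ATP8B4 (3.22-fold), ENTPD1 (3.16-fold) and RNF207 (3.03-fold, adjusted p = 3.5e-04). MMP28 (3.97-fold), LRRC2 (3.31-fold), TBC1D16 (3.3-fold), GPC2 (3.15-fold), GAL3ST4 (2.93-fold), LINC00891 (2.77-fold, not called by edgeR or DESeq2), KIFC3 (2.48-fold) and WWC2 (2.25-fold) rose.

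Interferon-gamma response genes fell in 6 of 22 cases (9 adjusted over the list alone; adjusted p = 2.4e-15, and adjusted p = 0.054 with an estimated correlation), with GBP4 (1.7-fold) and PSMB9 (1.55-fold). Among 32 type I interferon-stimulated genes OAS3 (2.25-fold) and BST2 (1.66-fold) fell (11 adjusted over the list alone; adjusted p = 1.2e-11, and adjusted p = 0.18 with an estimated correlation). Cytotoxic effectors fell in 4 of 14 (7 adjusted over the list alone; adjusted p = 4.2e-07, and adjusted p = 0.078 with an estimated correlation): GNLY (2.55-fold), PRF1 (1.78-fold) and GZMH (2.71-fold) with GZMA, whereas GZMB did not pass (12.8 ± 2.97 against 47.8 ± 31.1 CPM, adjusted p = 0.051). CD38 (2.1-fold), STAP1 (2.5-fold), HOPX (2.16-fold), IL23R (2.78-fold), PFKP (1.76-fold) and NFKB2 (1.73-fold, adjusted p = 0.04) fell. NFKB2 was the called member of 23 NF-kB targets (5 adjusted over the list alone; adjusted p = 1.9e-04, and adjusted p = 0.21 with an estimated correlation). LAG3 (adjusted p = 0.52) and HAVCR2 (adjusted p = 0.27) did not pass. No replication or mitosis gene was called (medians -0.6 and -0.89, adjusted p = 1.0e-08 and 2.0e-08, and adjusted p = 0.26 and 0.3 with an estimated correlation). MT-ND6 rose 1.53-fold, the single called mitochondrial transcript, a call not made against IgG1+IgG4 (itself 1.36-fold above No drug) and lost without A, C or D. Monocyte and macrophage markers had no call (adjusted p = 0.97). Of 27 genes the study named, 9 fell (18 adjusted over the list alone). Without replicates A, B, C and D the count was 19, 59, 9 and 292. Of 30 called genes named here, none kept the call in all 4 fits and 11 against IgG1+IgG4 (46 calls). No gene was called by limma-voom without the replicate block.

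Dapiro + Amlite tested CD40L with OX40L. It had 101 genes higher and 199 lower. CD38 fell 2.76-fold to 20.9 ± 5.84 CPM (log2 fold change -1.46 ± 0.25, adjusted p = 7.8e-04), GZMA 3.12-fold to 38.7 ± 23.9 CPM (adjusted p = 0.0043) and CCR2 3.81-fold to 13.2 ± 7.09 from 55.2 ± 46.7 CPM (adjusted p = 0.02). Other large falls were in PCLAF (3.86-fold), CEACAM1 (3.72-fold), SCD (3.32-fold), CDKN3 (3.06-fold) and SLC27A2 (2.89-fold). GAL3ST4 (3.44-fold, adjusted p = 0.0012), ADAMTS10 (2.65-fold, 145 ± 89.5 against 50 ± 18.7 CPM, adjusted p = 3.3e-04), MMP28 (3.88-fold), TBC1D16 (3.59-fold), GPC2 (3.36-fold), SIAH3 (3.05-fold), KIFC3 (2.46-fold) and GRB10 (2.3-fold) rose. TNFRSF25, the death receptor DR3, rose 2.03-fold (796 ± 106 against 407 ± 157 CPM).

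Cytotoxic effectors fell in 6 of 14 cases (9 adjusted over the list alone; adjusted p = 3.7e-07, and adjusted p = 0.13 with an estimated correlation), including GNLY (2.31-fold), GZMH (2.67-fold), PRF1 (1.62-fold) and the granule proteoglycan SRGN (1.51-fold), while GZMB did not pass (20.8 ± 10 CPM, adjusted p = 0.19). HAVCR2 (2.46-fold), LAG3 (2.19-fold) and SIT1 (1.57-fold) were the 3 falls of 15 inhibitory receptors (6 adjusted over the list alone; adjusted p = 3.7e-06, and adjusted p = 0.14 with an estimated correlation). CCR2 fell among 19 trafficking genes (adjusted p = 6.5e-04, and adjusted p = 0.32 with an estimated correlation), and CD226 (2.07-fold) with CD38 among 20 activation receptors. Glycolysis genes fell in 4 of 21 (13 adjusted over the list alone; adjusted p = 2.4e-09, and adjusted p = 0.19 with an estimated correlation): LDHA (1.9-fold, 281 ± 137 against 514 ± 192 CPM), TPI1 (1.81-fold), GAPDH (1.72-fold) and PFKP (1.71-fold). MKI67 (2.48-fold) and CENPF (2.01-fold) fell among 28 mitosis genes (15 adjusted over the list alone; adjusted p = 2.0e-10, and adjusted p = 0.32 with an estimated correlation). HOPX (2.38-fold), MAF (1.56-fold, adjusted p = 0.0018) and IFITM2 (1.86-fold) also fell. The 23 NF-kB targets (no call, adjusted p = 0.72) did not pass, nor did monocyte and macrophage markers (adjusted p = 0.95). Of 27 genes the study named, 15 fell (24 adjusted over the list alone). The count was 100, 54, 73 and 469 without replicates A, B, C and D, and 2 without the replicate block. Of 34 called genes named here, CD38, MMP28, GAL3ST4 and ADAMTS10 kept the call in all 4 fits and 14 against IgG1+IgG4 (108 calls).

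Dapiro + Bam tested CD40L with lymphotoxin and LIGHT. Some cytotoxic, interferon-induced and glycolysis genes were lower, with 87 genes higher and 179 lower. GZMA fell 3.24-fold to 36.5 ± 19.2 CPM (log2 fold change -1.7 ± 0.33, adjusted p = 0.0039), CD38 2.56-fold to 22.2 ± 3.09 CPM (adjusted p = 0.0019) and CCR2 3.74-fold to 13.2 ± 3.7 CPM. SOCS3 fell 8.8-fold from 153 ± 152 to 15.6 ± 4.89 CPM, a call that edgeR and DESeq2 did not make and that was lost without A, B or C. CALHM6 (2.94-fold), TMPRSS3 (2.75-fold), STAP1 (2.72-fold), ATP8B4 (2.67-fold) and BHLHE40-AS1 fell. MMP28 (3.81-fold), TBC1D16 (3.7-fold), LRRC2 (3.3-fold), GPC2 (3.14-fold), GAL3ST4 (3.13-fold), GAS7 (3.03-fold), NTSR1 (2.88-fold, with the same limits as SOCS3) and ZNF890P (2.59-fold) rose. The transcripts of LTBR (adjusted p = 0.66) and of LIGHT, TNFSF14 (adjusted p = 0.82), did not pass.

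Cytotoxic effectors fell in 5 of 14 (7 adjusted over the list alone; adjusted p = 7.8e-08, and adjusted p = 0.1 with an estimated correlation), with GNLY (2.57-fold), PRF1 (1.88-fold), GZMH (2.51-fold) and GZMK (1.8-fold), and GZMB did not pass (14.8 ± 4.53 CPM, adjusted p = 0.057). Interferon-gamma response genes fell in 7 of 22 cases (9 adjusted over the list alone), including GBP4 (1.65-fold) and APOL1 (1.55-fold), and type I interferon-stimulated genes in 5 of 32 (13 adjusted over the list alone), including OAS1 (2.61-fold), BST2 (1.88-fold) and IFITM2 (1.76-fold). Both lists had adjusted p = 2.4e-12, and adjusted p = 0.1 and 0.15 with an estimated correlation. LDHA (1.81-fold), TPI1 (1.8-fold), PFKP (1.73-fold) and GAPDH (1.61-fold) fell among 21 glycolysis genes (11 adjusted over the list alone; adjusted p = 8.1e-09, and adjusted p = 0.19 with an estimated correlation). HAVCR2 (2.28-fold) and LAG3 (2.12-fold) fell among 15 inhibitory receptors (6 adjusted over the list alone; adjusted p = 1.3e-05, and adjusted p = 0.15 with an estimated correlation), as did CD226 (1.95-fold), IL23R (3.22-fold) and JUNB (1.84-fold), and TNFRSF25 rose 1.95-fold in 3 of 4 donors. Mitosis genes had 1 fall in 28 (3 adjusted over the list alone, median -0.99, adjusted p = 1.2e-09, and adjusted p = 0.31 with an estimated correlation). Monocyte and macrophage markers, with no call, had positive log2 fold changes in 20 of 23 cases (median 0.94, adjusted p = 0.0096, and adjusted p = 0.47 with an estimated correlation). Of 27 genes the study named, 13 fell (24 adjusted over the list alone). Without replicates A, B, C and D the count was 28, 140, 21 and 662. Of 36 called genes named here, none kept the call in all 4 fits and 18 against IgG1+IgG1 (137 calls). Without the replicate block limma-voom called 0 (1423 at unadjusted p with the block, 240 by edgeR, 426 by DESeq2).

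CTLA4-Fc, the costimulation comparator, had 140 genes higher and 410 lower. CD38 fell 4.08-fold to 14.9 ± 8.09 CPM (log2 fold change -2.03 ± 0.26, adjusted p = 6.8e-06), HAVCR2 3.95-fold to 10.7 ± 5.01 CPM (adjusted p = 4.4e-05), CTLA4 4.41-fold to 14.6 ± 2.41 CPM (adjusted p = 6.9e-04) and CCR2 6.75-fold to 7.64 ± 4.72 CPM (adjusted p = 0.0012). The falls with the largest fold also held AK4 (13.5-fold), MIR210HG (10.8-fold, from 22.4 ± 34.8 CPM), DUSP6 (6.29-fold) and CD93 (3.46-fold). NXPH4 (6.4-fold), GPC2 (3.51-fold), GAL3ST4 (3.32-fold), TBC1D16 (3.31-fold), PTK2 (3.11-fold), SIAH3 (3.09-fold), GAS7 (2.91-fold) and GRAPLDR (2.64-fold) rose.

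Cytotoxic effectors fell in 8 of 14 cases (8 adjusted over the list alone; adjusted p = 2.4e-08, and adjusted p = 0.07 with an estimated correlation), including GZMA (3.39-fold), SRGN (1.75-fold) and PRF1 (1.82-fold), but GZMB did not pass (31.9 ± 15.3 CPM, log2 fold change -0.53 ± 0.46, adjusted p = 0.55). Inhibitory receptors fell in 6 of 15 (6 adjusted over the list alone; adjusted p = 1.8e-08, and adjusted p = 0.07 with an estimated correlation), among them LAG3 (2.72-fold), TIGIT (1.88-fold) and SIT1 (1.83-fold), and Treg genes in 6 of 15 (8 adjusted over the list alone; adjusted p = 1.5e-06, and adjusted p = 0.13 with an estimated correlation), including FOXP3 (1.84-fold) and IL2RA (2.63-fold). CXCR6 (2.07-fold) and CCR8 (2.23-fold) fell with CCR2 among 19 trafficking genes (8 adjusted over the list alone; adjusted p = 2.5e-06, and adjusted p = 0.16 with an estimated correlation). Glycolysis genes fell in 7 of 21 (14 adjusted over the list alone; adjusted p = 2.7e-09, and adjusted p = 0.18 with an estimated correlation), including GAPDH (1.92-fold) and TPI1 (1.86-fold). MKI67 (3.01-fold) was 1 of 3 falls in 28 mitosis genes and E2F2 (3.18-fold) 1 of 3 in 28 replication genes (21 and 13 adjusted over the list alone; adjusted p = 1.5e-10 and 2.7e-09, and adjusted p = 0.34 for both with an estimated correlation). CD226 (2.05-fold), MAF (1.84-fold), TNFRSF1B (1.94-fold, adjusted p = 4.0e-05) and the B cell receptor chains CD79B (2.18-fold) and CD79A (1.76-fold) fell. CD28 fell 1.51-fold, a call lost without A, B or C and not made by edgeR, DESeq2 or against IgG1+IgG1. The NF-kB subunit RELB (1.85-fold, 142 ± 53 against 75.8 ± 24.2 CPM, adjusted p = 0.035) and TNFRSF25 (2.08-fold) rose. Monocyte and macrophage markers did not pass (adjusted p = 0.51). Of 27 genes the study named, 18 fell (21 adjusted over the list alone). The count was 230, 148, 194 and 964 without replicates A, B, C and D, and 12 without the replicate block. Of 38 called genes named here, 13 kept the call in all 4 fits and 32 against IgG1+IgG1 (374 calls).

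**Figure D3:**
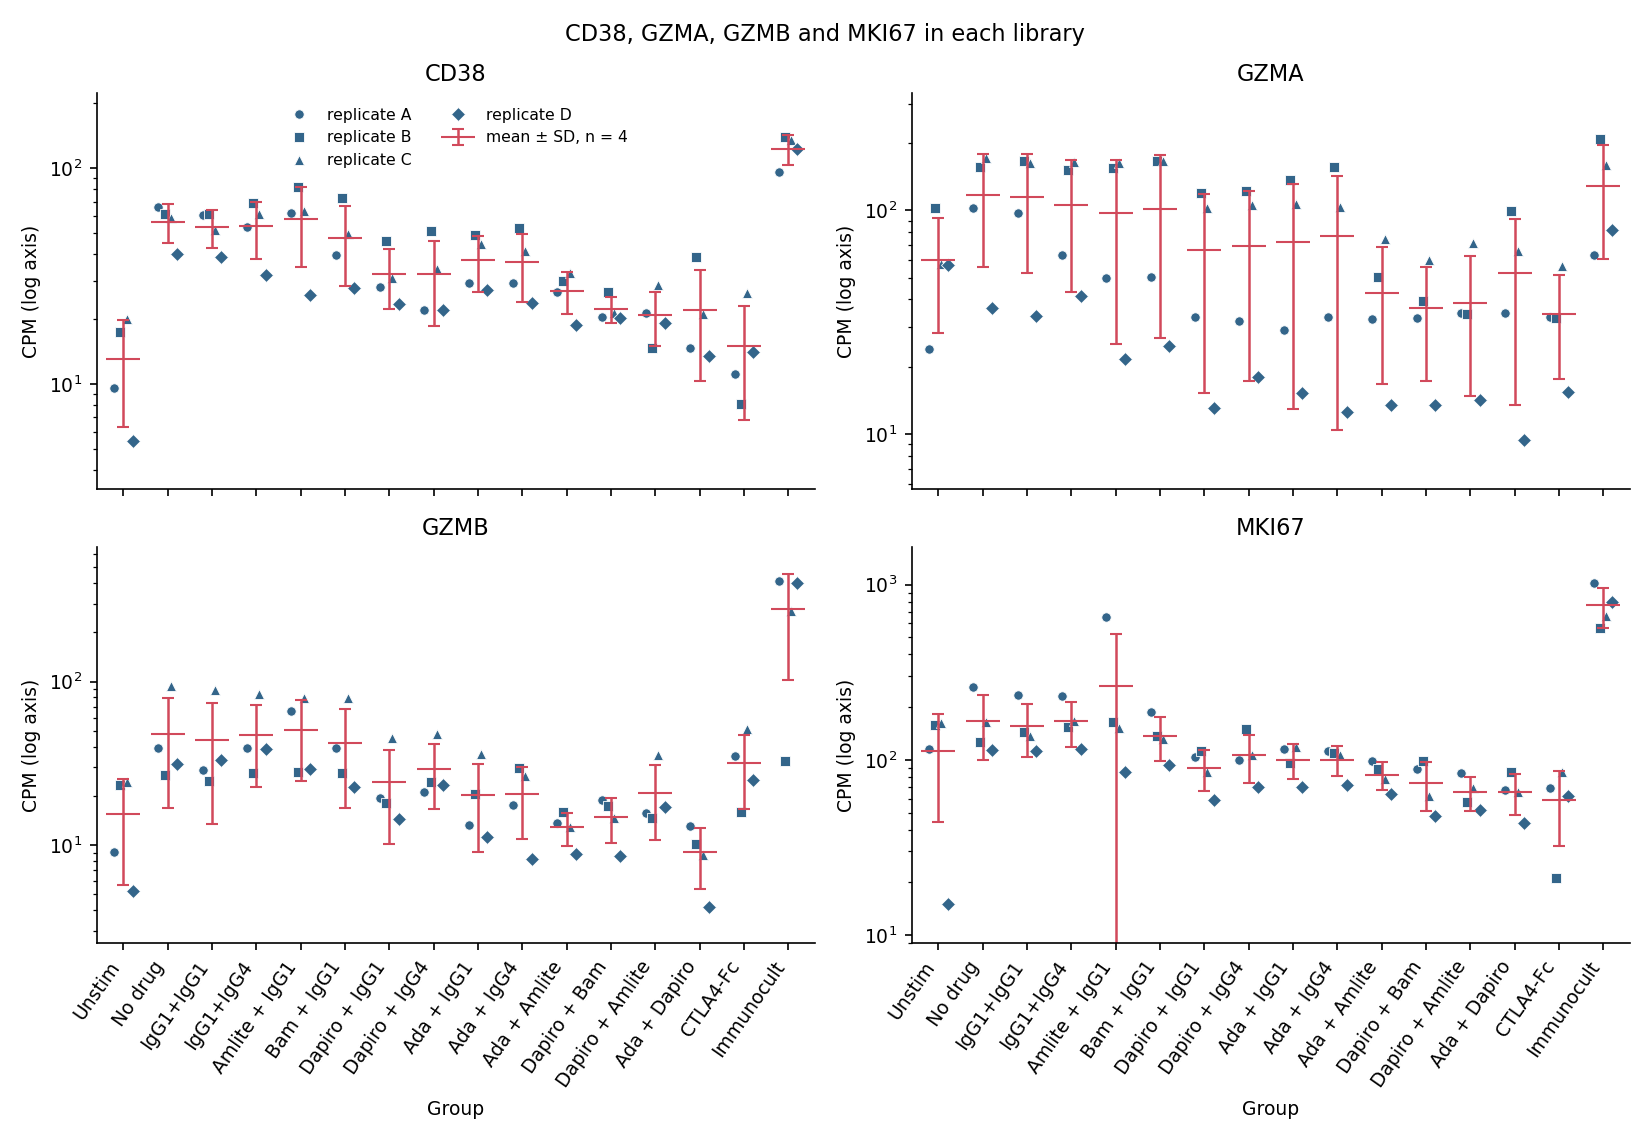
CPM on a log axis (vertical) of CD38, GZMA, GZMB and MKI67 in each library by group (horizontal axis), with a point per library, shapes for replicates A to D and red bars for the mean ± SD of 4 libraries. CD38 averaged 56.6 CPM in No drug against 14.9 in CTLA4-Fc and 20.9 to 27 in the 4 combinations.

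Ada + Dapiro was compared directly with CTLA4-Fc. A few NF-kB and interferon genes were lower in Ada + Dapiro, among 15 genes higher and 29 lower. RELB was 3.11-fold lower (48.8 ± 27.5 against 142 ± 53 CPM, log2 fold change -1.64 ± 0.28, adjusted p = 9.3e-04, lower in 4 of 4 donors), NFKB2 2.35-fold lower (133 ± 43.7 against 301 ± 58.4 CPM) and TNIP1 1.52-fold lower, the 3 falls among 23 NF-kB targets (5 adjusted over the list alone; adjusted p = 3.4e-09, and adjusted p = 0.16 with an estimated correlation). GBP4 was 1.94-fold lower, 1 of 2 falls of 22 interferon-gamma response genes (adjusted p = 1.1e-07, and adjusted p = 0.4 with an estimated correlation), with IFIH1 1.64-fold lower. GNG4 (4.58-fold), MGAT5B (3.45-fold) and CBLN3 (3.12-fold) were lower, and IL1R1 (2.99-fold), CR1 (2.33-fold), CD52 (1.87-fold), S100A4 (1.86-fold), AFF3 (1.83-fold) and CD28 (1.69-fold) higher. GZMB did not pass (log2 fold change -1.87 ± 0.56, adjusted p = 0.13). Ada + Dapiro and CTLA4-Fc shared 29 genes higher and 73 lower than No drug, with none in opposite directions, where independent lists would share 0.429 and 3.18. Across genes r was 0.6 (simulated 0.26) and the covariance 0.195 (0.045). With No drug libraries split 2 and 2 as above, 0 to 2 and 0 to 16 genes were shared (r = 0.05 to 0.2). With IgG1+IgG1 as the control of Ada + Dapiro, 16 and 27 were. Without replicate C, 4 genes were called between the treatments, with 24 to 38 without A, B or D, and 7 without the replicate block.

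Each combination was also compared with its constituents. No gene differed from both constituents in the same direction for any of the 4 combinations by limma-voom, where unadjusted p gave 70 genes for Ada + Dapiro, 126 for Ada + Amlite, 185 for Dapiro + Amlite and 173 for Dapiro + Bam, edgeR called 0, 0, 1 and 0, and DESeq2 2, 2, 12 and 0. Interaction contrasts, which ask whether a combination departs from the sum of its single-drug effects, called no gene for Ada + Dapiro, Dapiro + Amlite and Dapiro + Bam (513, 628 and 390 at unadjusted p, 0 each by edgeR, and 21, 19 and 14 by DESeq2). For Ada + Amlite 1 gene was called, TBC1D3G, a member of a family of near-identical copies, so its counts are uncertain. Genes lower in a combination and not called lower with either constituent numbered 137 of 142 for Ada + Dapiro (96.5%), 97 of 99 for Ada + Amlite (98%), all 199 for Dapiro + Amlite and all 179 for Dapiro + Bam. None of these was lower than in both constituents, so the difference itself was not shown for any of them. Ada + Dapiro did not differ from Ada + Amlite, Dapiro + Amlite or Dapiro + Bam by limma-voom (195, 333 and 298 genes at unadjusted p, 0, 2 and 0 by edgeR, 5 each by DESeq2). Against Amlite + IgG1, Ada + Amlite differed in 326 genes and Dapiro + Amlite in 532, and without replicate A of Amlite + IgG1 in 5 and 19. Against Ada + IgG4 and Dapiro + IgG4 they differed in none (405 and 426 at unadjusted p, 0 and 1 by edgeR, 6 and 28 by DESeq2). Dapiro + Bam differed from Bam + IgG1 in 1 gene and from Dapiro + IgG1 in none (433 at unadjusted p, 0 by edgeR, 8 by DESeq2), and Ada + Dapiro from Ada + IgG1 and Dapiro + IgG1 in none (367 and 320 at unadjusted p, 0 and 0 by edgeR, 9 and 5 by DESeq2).

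An inflammatory index was taken as the mean log2 CPM of the 246 genes higher than Unstim in both No drug and Immunocult, which were 71.3% of the 345 genes higher in No drug. The index was lower than in No drug with all 4 combinations and with CTLA4-Fc. It was 1.7 ± 0.37 in Unstim, 2.87 ± 0.09 in No drug and 3.56 ± 0.17 in Immunocult. The 14 MLR groups differed within donors (Friedman statistic 49.3, permutation p = 1.0e-05, the smallest that 100000 permutations can give). CTLA4-Fc was lower than No drug by 0.82 ± 0.21 (mean difference ± SD), Ada + Dapiro by 0.68 ± 0.13, Dapiro + Amlite by 0.65 ± 0.16, Dapiro + Bam by 0.62 ± 0.08 and Ada + Amlite by 0.57 ± 0.06, each in 4 of 4 donors, with permutation p adjusted over 13 groups of 3.0e-05, 1.5e-04, 0.001, 5.6e-04 and 0.01. The Ada and Dapiro groups with immunoglobulin were lower by 0.40 to 0.46 in 4 of 4 donors and did not pass (adjusted permutation p = 0.14 to 0.42). Differences for Bam + IgG1, Amlite + IgG1, IgG1+IgG1 and IgG1+IgG4 were -0.22 ± 0.11, -0.09 ± 0.11, -0.09 ± 0.07 and -0.1 ± 0.1, with adjusted permutation p = 0.88 for Bam + IgG1 and 1 for the other 3. Each combination had a lower index than each of its constituents in 4 of 4 donors, by 0.24 ± 0.13 and 0.26 ± 0.1 for Ada + Dapiro, 0.11 ± 0.11 and 0.47 ± 0.14 for Ada + Amlite, 0.25 ± 0.25 and 0.56 ± 0.25 for Dapiro + Amlite, and 0.2 ± 0.08 and 0.4 ± 0.12 for Dapiro + Bam. The exact sign-flip test, run on both sides, gave p = 0.125 for each, the smallest that 4 donors allow. Because No drug libraries helped to choose the 246 genes, the index was repeated with 236 genes chosen on IgG1+IgG1, of which 193 were shared. All 4 combinations and CTLA4-Fc again passed (adjusted permutation p = 1.5e-04 to 0.041). Without replicate C, Ada + Amlite did not pass (adjusted permutation p = 0.061).

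**Figure D4:**
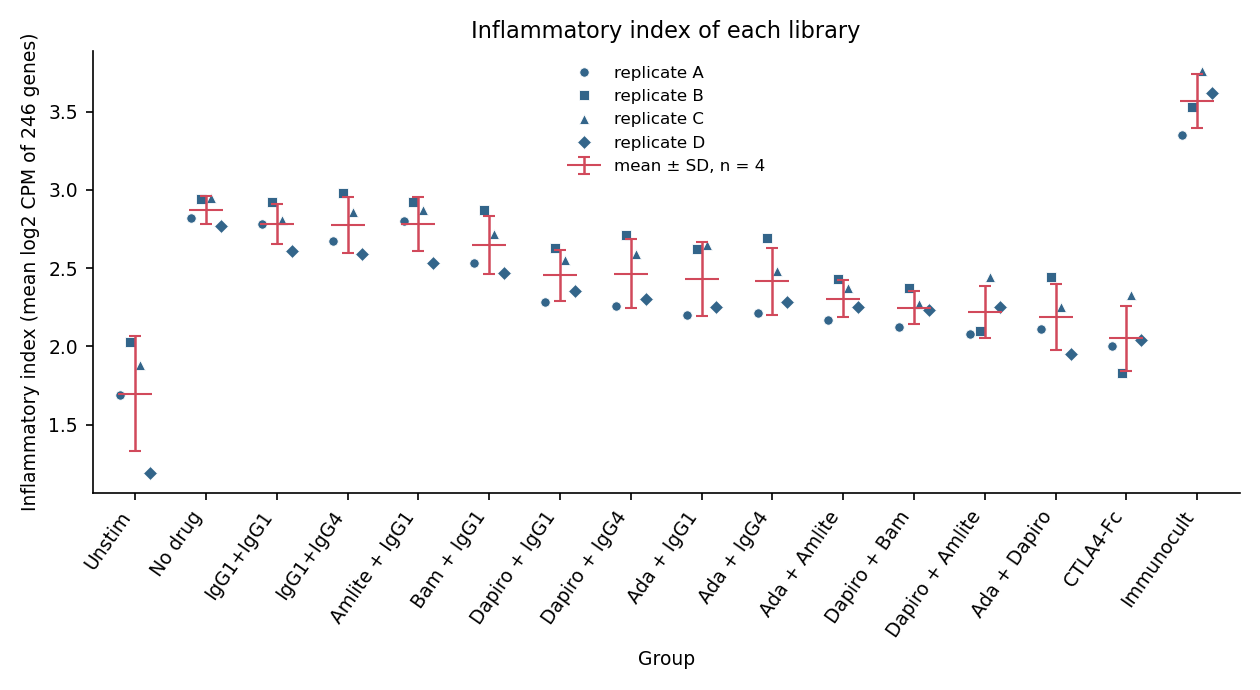
Inflammatory index, the mean log2 CPM of 246 genes (vertical axis), in each of the 64 libraries by group (horizontal axis), with a point per library, shapes for replicates A to D and red bars for the mean ± SD of 4 libraries. No drug averaged 2.87, the 4 combinations 2.19 to 2.3 and CTLA4-Fc 2.05.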

Values the study reported

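The study reported 122 genes lower than in the MLR without drug for Ada + IgG1, 160 for Ada + IgG4, 163 for Dapiro + IgG1, 131 for Dapiro + IgG4, 66 for Amlite + IgG1 and 3 for Bam + IgG1. For the combinations it gave 524 lower genes with Ada + Dapiro, 251 with Dapiro + Amlite, 240 with Dapiro + Bam and 199 with Ada + Amlite, and 387 with CTLA4-Fc. Its inflammatory index held 212 genes, 62.3% of those higher in the MLR. Lower genes found in a combination and not in its constituents numbered 337 (64.3%) for Ada + Dapiro, 108 (54.2%) for Ada + Amlite, 183 (72.9%) for Dapiro + Amlite and 147 (61.2%) for Dapiro + Bam.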

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

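The rule for a value far from its group was set before the libraries were measured, and the tests of the processed pseudogene share were chosen only after that share had been seen. Over 112 pairs of group and measure, 10 had such a library, against 5.6 expected by chance. The total was 26.96 M counts in Bam + IgG1 replicate D (20.61 to 21.55 in the others) and 21.01 M counts in IgG1+IgG4 replicate C (22.11 to 22.21). Mitochondrial transcripts made up 4.2% of counts in Ada + Dapiro replicate D (5.19 to 5.38% in the others).

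The share of processed pseudogene counts accounted for the remaining 7. In replicate D it was 0.168% for Unstim (0.109 to 0.118% in the others), 0.133% for IgG1+IgG1 (0.117 to 0.119%), 0.284% for Ada + Amlite (0.117 to 0.123%), 0.176% for Dapiro + Amlite (0.119 to 0.126%) and 0.298% for Dapiro + IgG4 (0.125 to 0.129%). It was 0.253% in No drug replicate A (0.118 to 0.136%) and 0.271% in Ada + IgG4 replicate B (0.124 to 0.145%). Over all groups 17 libraries lay at 0.213 to 0.298% and 47 at 0.109 to 0.177%.

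An effect that differed between groups by its own test was found for 1 gene, TBC1D3G, in the Ada + Amlite interaction. It was lost without donor A, B or D, and the gene has near-identical copies.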

How the results depend on the processing

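Settings that used sample quality weights, the processed pseudogene share or class, selected libraries, only the MLR groups or only protein-coding genes were chosen only after the results were seen. Unless another comparator is given, groups were compared with No drug, and counts are called genes. No called direction turned under any setting. Counts reported for Ada + IgG1, Ada + IgG4, Dapiro + IgG1 and Dapiro + IgG4 (the single-drug groups below, in this order) were 13, 3, 3 and 2. Those for Dapiro + Amlite, Ada + Dapiro, Dapiro + Bam and Ada + Amlite (the combinations, in this order) were 300, 198, 266 and 152, of which 199, 137, 179 and 97 were combination-specific lower genes. Counts for the drugs depended strongly on the fit. Index ranks use no fit. With other genes, scale or donors, 83 index results kept their side of the threshold and 1 lost it. Values that moved by over 1.5 times follow, with others of the same series (comparisons with a single constituent as ranges). Apart from smaller sample or gene numbers the cause was not tested.

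Without the replicate block, which ignores the pairing of donors, single-drug groups gave 1, 0, 0 and 0 and combinations 2, 1, 0 and 0 (1, 1, 0 and 0 combination-specific). Further counts were 754 for No drug vs Unstim, 12 for CTLA4-Fc, 0 for the Ada + Amlite interaction and 7 for Ada + Dapiro vs CTLA4-Fc. With the edgeR quasi-likelihood test, single-drug groups gave 8, 5, 2 and 1. Other comparisons gave 31 for Amlite + IgG1, 2 for the Ada + Amlite interaction, 1 for Dapiro + Amlite vs both constituents, 2 for Ada + Dapiro vs Dapiro + Amlite and 77 for Ada + Dapiro vs CTLA4-Fc. With the DESeq2 Wald test and its own size factors, single-drug groups gave 41, 29, 16 and 24 and combinations 509, 374, 426 and 274 (339, 286, 290 and 188 combination-specific). There were also 13 for IgG1+IgG1, 7 for IgG1+IgG4, 70 for Amlite + IgG1, 1 for Bam + IgG1, 2 for Ada + Dapiro vs both constituents, 21 for the Ada + Dapiro interaction, 2 for Ada + Amlite vs both constituents, 7 for the Ada + Amlite interaction, 12 for Dapiro + Amlite vs both constituents, 19 for the Dapiro + Amlite interaction, 14 for the Dapiro + Bam interaction, 5 for Ada + Dapiro vs Ada + Amlite, 5 for Ada + Dapiro vs Dapiro + Amlite, 5 for Ada + Dapiro vs Dapiro + Bam, 128 for Ada + Dapiro vs CTLA4-Fc, 3 for Ada + IgG1 vs Ada + IgG4 and 8 for Dapiro + IgG1 vs Dapiro + IgG4. With median-of-ratios size factors in voom, counts were 10 for Ada + IgG4 and 1 for Ada + Dapiro vs Dapiro + Amlite. Without the low-count filter, single-drug groups gave 441, 6, 2 and 6 and combinations 10270, 154, 2101 and 122 (636, 77, 587 and 65 combination-specific). Elsewhere there were 2 for IgG1+IgG1, 5 for Amlite + IgG1, 2201 for CTLA4-Fc, 786 for Dapiro + Amlite vs both constituents, 3 for Ada + Dapiro vs Ada + Amlite, 1055 for Ada + Dapiro vs Dapiro + Amlite and 1 for Ada + Dapiro vs Dapiro + Bam. With only the groups of the contrast in the fit, hence fewer samples for the spread, single-drug groups gave 10, 0, 3 and 0 and combinations 0, 0, 2 and 0 (0, 0, 2 and 0 combination-specific). Further counts were 425 for No drug vs Unstim, 5 for IgG1+IgG1, 1 for IgG1+IgG4, 1 for Amlite + IgG1, 0 for CTLA4-Fc, 0 for the Ada + Amlite interaction, 3 for Ada + Dapiro vs CTLA4-Fc and 1 for Dapiro + IgG1 vs Dapiro + IgG4. Against the matched immunoglobulin groups in place of No drug, single-drug groups gave 0, 2, 0 and 0 and combinations 108, 85, 137 and 46 (80, 57, 97 and 38 combination-specific).

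Leaving out each donor in turn, or Amlite + IgG1 replicate A, gave counts of 757 to 1486 for No drug vs Unstim, 0 to 1 for IgG1+IgG1, 0 to 20 for Ada + IgG1, 0 to 12 for Ada + IgG4, 0 to 3 for Dapiro + IgG1, 0 to 7 for Dapiro + IgG4 and 54 to 469 for Dapiro + Amlite. They ran from 27 to 280 for Ada + Dapiro, 21 to 662 for Dapiro + Bam, 9 to 292 for Ada + Amlite, 148 to 964 for CTLA4-Fc, 0 to 1 for Ada + Amlite interaction, 0 to 1 for Ada + Dapiro vs Dapiro + Amlite and 4 to 59 for Ada + Dapiro vs CTLA4-Fc. Combination-specific lower genes ran from 28 to 333 for Dapiro + Amlite, 13 to 187 for Ada + Dapiro, 10 to 438 for Dapiro + Bam and 4 to 230 for Ada + Amlite. Against a single constituent, counts ran from 0 to 682 for Ada + Amlite vs Amlite + IgG1 (reported 326), 19 to 818 for Dapiro + Amlite vs Amlite + IgG1 (532), 0 to 18 for Dapiro + Bam vs Bam + IgG1 (1) and at most 0 to 1 for the other 5 (0). Over the other settings these ran from 0 to 874, 2 to 2378 and 0 to 1809, and the highest count of the other 5 was 1241, for Dapiro + Amlite vs Dapiro + IgG4 without the low-count filter. The lowest counts of Ada + Amlite, Dapiro + Bam and Ada + Dapiro came without donor C, and those of Dapiro + Amlite and CTLA4-Fc without donor B. Without donor D the combinations gave 469, 82, 662 and 292 and CTLA4-Fc 964. The index of Ada + Amlite had a mean rank difference of -9.25, which ran from -9.33 to -9, and without replicate C the permutation p was 0.061.

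The remaining settings were exploratory, added in steps after the counts of the planned fits had been seen, and none replaces the reported counts. With sample quality weights, single-drug groups gave 113, 151, 166 and 169 and combinations 423, 785, 362 and 235. Other comparisons gave 56 for Amlite + IgG1, 11 for Ada + Dapiro vs both constituents, 33 for the Ada + Dapiro interaction, 4 for Dapiro + Amlite vs both constituents, 2 for the Dapiro + Amlite interaction, 19 for Ada + Dapiro vs Dapiro + Amlite, 5 for Ada + Dapiro vs Dapiro + Bam, 250 for Ada + Dapiro vs CTLA4-Fc, 2 for Dapiro + IgG1 vs Dapiro + IgG4 and 460 for Ada + Dapiro (specific). With the pseudogene class as a term, counts were 0 for the Ada + Amlite interaction. With only the 47 libraries of low pseudogene share, hence fewer samples, single-drug groups gave 0, 1, 0 and 1 and combinations 98, 65, 18 and 28 (66, 48, 15 and 26 combination-specific). There were also 1 for CTLA4-Fc, 0 for the Ada + Amlite interaction, 7 for Ada + Dapiro vs CTLA4-Fc and 1 for Ada + IgG1 vs Ada + IgG4. With only protein-coding genes, counts were 7 for Ada + IgG4, 0 for the Ada + Amlite interaction and 1 for Ada + Dapiro vs Dapiro + Amlite. With the pseudogene share as a covariate, counts were 1 for Dapiro + IgG1, 0 for the Ada + Amlite interaction, 2 for Dapiro + Amlite vs both constituents and 1 for Ada + Dapiro vs Dapiro + Amlite. With sample quality weights and the pseudogene share together, single-drug groups gave 158, 173, 162 and 173 and combinations 531, 904, 524 and 305 (308, 545, 296 and 157 combination-specific). Elsewhere there were 2011 for No drug vs Unstim, 1 for IgG1+IgG1, 88 for Amlite + IgG1, 985 for CTLA4-Fc, 15 for Ada + Dapiro vs both constituents, 37 for the Ada + Dapiro interaction, 1 for Ada + Amlite vs both constituents, 4 for Dapiro + Amlite vs both constituents, 1 for Dapiro + Bam vs both constituents, 38 for Ada + Dapiro vs Dapiro + Amlite, 8 for Ada + Dapiro vs Dapiro + Bam and 340 for Ada + Dapiro vs CTLA4-Fc. With only the 14 MLR groups in the fit, single-drug groups gave 100, 96, 53 and 61 and combinations 743, 673, 742 and 612 (525, 455, 519 and 405 combination-specific). Further counts were 4 for Amlite + IgG1, 1 for Bam + IgG1, 1011 for CTLA4-Fc, 5 for the Ada + Dapiro interaction, 3 for the Ada + Amlite interaction, 12 for Ada + Dapiro vs Dapiro + Amlite and 148 for Ada + Dapiro vs CTLA4-Fc. With the 14 MLR groups and sample quality weights, single-drug groups gave 143, 193, 201 and 188 and combinations 527, 870, 506 and 351 (323, 503, 295 and 177 combination-specific). Other comparisons gave 45 for Amlite + IgG1, 29 for Ada + Dapiro vs both constituents, 27 for the Ada + Dapiro interaction, 2 for the Ada + Amlite interaction, 6 for Dapiro + Amlite vs both constituents, 2 for the Dapiro + Amlite interaction, 5 for Dapiro + Bam vs both constituents, 3 for the Dapiro + Bam interaction, 36 for Ada + Dapiro vs Dapiro + Amlite, 7 for Ada + Dapiro vs Dapiro + Bam, 280 for Ada + Dapiro vs CTLA4-Fc and 1 for Dapiro + IgG1 vs Dapiro + IgG4. With the 14 MLR groups and the pseudogene share, single-drug groups gave 91, 86, 47 and 62 and combinations 765, 658, 757 and 594 (534, 456, 537 and 407 combination-specific). There were also 3 for Amlite + IgG1, 1 for Bam + IgG1, 1016 for CTLA4-Fc, 2 for the Ada + Dapiro interaction, 0 for the Ada + Amlite interaction, 1 for Dapiro + Amlite vs both constituents, 17 for Ada + Dapiro vs Dapiro + Amlite and 172 for Ada + Dapiro vs CTLA4-Fc. In the 55 MLR libraries other than Amlite + IgG1 replicate A, with the pseudogene share, single-drug groups gave 179, 153, 154 and 110 and combinations 877, 783, 888 and 738 (615, 463, 578 and 489 combination-specific). Elsewhere there were 1 for Bam + IgG1, 1126 for CTLA4-Fc, 2 for Ada + Dapiro vs both constituents, 2 for the Ada + Dapiro interaction, 1 for Ada + Amlite vs both constituents, 0 for the Ada + Amlite interaction, 2 for Dapiro + Amlite vs both constituents, 21 for Ada + Dapiro vs Dapiro + Amlite and 196 for Ada + Dapiro vs CTLA4-Fc. Restricting those 55 libraries to protein-coding genes, single-drug groups gave 174, 131, 159 and 102 and combinations 685, 659, 745 and 623 (479, 365, 474 and 408 combination-specific). Further counts were 1 for Bam + IgG1, 894 for CTLA4-Fc, 1 for Ada + Dapiro vs both constituents, 1 for the Ada + Dapiro interaction, 1 for Ada + Amlite vs both constituents, 0 for the Ada + Amlite interaction, 2 for Dapiro + Amlite vs both constituents, 13 for Ada + Dapiro vs Dapiro + Amlite and 182 for Ada + Dapiro vs CTLA4-Fc. Adding sample quality weights to those 55 libraries, single-drug groups gave 259, 250, 299 and 273 and combinations 663, 1005, 716 and 489 (376, 535, 365 and 270 combination-specific). Other comparisons gave 2 for IgG1+IgG1, 72 for Amlite + IgG1, 5 for Bam + IgG1, 1095 for CTLA4-Fc, 39 for Ada + Dapiro vs both constituents, 51 for the Ada + Dapiro interaction, 2 for Ada + Amlite vs both constituents, 0 for the Ada + Amlite interaction, 2 for Dapiro + Amlite vs both constituents, 4 for Dapiro + Bam vs both constituents, 57 for Ada + Dapiro vs Dapiro + Amlite, 31 for Ada + Dapiro vs Dapiro + Bam and 431 for Ada + Dapiro vs CTLA4-Fc.

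Over all settings, 5261 results of named genes kept their side of the threshold, 1420 lost the call and 86 gained it. Lists tested by camera kept their side in 942 results and lost the call in 633 with an estimated correlation, and with fry 430 lost it and 13 gained it. Without the replicate block, 139 list results lost the call, 7 gained it and 1429 kept their side. DESeq2 moved the split of higher and lower calls by more than 10 points for Dapiro + IgG1 (8 and 8, reported 2 and 1), Dapiro + IgG4 (15 and 9, reported 2 and 0) and the Ada + Amlite interaction (3 and 4, reported 0 and 1). Without the low-count filter, 9388 of the 10270 calls for Dapiro + Amlite lay in genes that the filter removes. Sensitivity for small changes was limited, as limma-voom recovered 61.6% of 2-fold changes in the simulation.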

Other observations

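The genes in this paragraph, the pseudogene split, the calls shared with the immunoglobulin comparisons, the share of the fold kept there and the held-out donors were tests chosen only after the result was seen. These genes were picked from those lower in No drug than Unstim with a residual r of 0.3 or less with monocyte and macrophage markers. This cut kept 6 B and plasma cell markers, so it cannot place a gene in T cells. No lysosomal gene list was tested. ATP6V0C of the lysosomal proton pump averaged 132 CPM in Unstim and 74 in No drug (log2 fold change -0.76, adjusted p = 1.0e-06, call lost without C). Its accessory subunits ATP6AP1 (-0.7, 2.2e-06) and ATP6AP2 (-0.63, 8.3e-08, call lost without B or C) and the lysosomal membrane protein SCARB2 (-1.2, 1.9e-06) were also lower, as was the transcription factor CEBPB (-1.36, 5.2e-10).

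A first pattern was the excess of lower genes in No drug against Unstim (894). A difference in depth is argued against, since 768 remained after every library was thinned to the lowest total. Transcripts of monocytes and macrophages stay open: 64% of 874 lower genes outside the 23 markers had a residual correlation over 0.3 with them over 60 libraries, against 6.7% of all tested genes and 5.22% of higher genes. The 64% met the criterion set beforehand. Without Amlite + IgG1 replicate A it was still 29.3% (2.76% of all), and the reading was made stricter afterwards. Isolation should remove monocytes, but the dye gate spares undyed cells of the T cell donor. LYZ was 1150 ± 707 CPM in Unstim beside 592 for CD3E. The 23 markers (20 lower, median log2 fold change -6.65) argue against a change in the T cells alone. Outside the markers both causes stay open, and 315 lower genes had r of 0.3 or less.

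A further pattern was the 916 calls of the 4 combinations against No drug. The pseudogene split is argued against, since 957 calls were made with it as a term. The No drug libraries are argued against as the whole cause. Against the matched immunoglobulin groups 376 calls were made, which met the criterion set beforehand for that cause, but a count does not show how much of a fold is kept. Of the 916, 325 were made the same way there. The other 591 had signed median log2 fold changes of 0.91 to 1 against No drug and 0.7 to 0.86 against immunoglobulin (median standard errors 0.24 to 0.26 and 0.24 to 0.25). Over all 916 the combinations (order above) kept 81.6%, 90.7%, 88.8% and 76.5% of the median fold (for the 591, 75.7%, 88.9%, 83.1% and 73.8%). With any donor left out they kept at least 71.4% (66.5%). Immunoglobulin groups put through the same steps, in 16 exchanges of libraries within donors, kept 35.4% to 54.6%. Genes chosen with 2 donors had, in the other 2, folds against immunoglobulin of 0.11 to 0.75 in 5 of 6 choices (at most 0.06 for immunoglobulin groups). With B and C chosen they turned negative (-0.13 to -0.22, and -0.05 to -0.15 against No drug), so this test is mixed. A part played by these libraries is not excluded.

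The last pattern was the 858 calls of Ada + Amlite and Dapiro + Amlite against Amlite + IgG1, where other constituents gave 0 or 1. Without Amlite + IgG1 replicate A, 24 calls were made, which met the criterion set beforehand for a single library with monocyte and macrophage transcripts. Without B, C or D of that group there were 703, 1005 and 1380, a check added afterwards. The library had a mean marker level of 2.74 log2 CPM, against -0.29, -1.32 and -1.9 in the others. It also lay apart on mitosis genes (6.3 against 3.72, 3.64 and 2.99) and MKI67 (650 against 164, 152 and 85.8 CPM), so the reading was made stricter. That library decides the calls, but monocyte and macrophage transcripts cannot be told apart from its proliferation genes. A response of that donor to amlitelimab alone remains open, as it was not tested.

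Exchanging libraries within donors gives 8 groupings, too few for a share below 0.05, so only the counts are given. The real grouping was the largest (1 of 8) wherever genes were called. No drug vs Unstim gave 1239 against 1212 for the highest other (donor D exchanged) and Immunocult vs Unstim 7190 against 3814. Against No drug, Ada + Dapiro gave 198 against 2, Ada + Amlite 152 against 0, Dapiro + Amlite 300 against 1, Dapiro + Bam 266 against 1 and CTLA4-Fc 550 against 0. Single-drug counts of 13, 3, 3 and 2 and the 44 of Ada + Dapiro vs CTLA4-Fc stood against 0. Where limma-voom called no gene, all 8 groupings did as well. For the contrasts of 3 or more groups, 40 groupings were drawn. For those with both constituents and for the interactions with 0 calls, 40 of 40 were as large, with a highest other count of 8 for the Dapiro + Bam interaction. The single call of the Ada + Amlite interaction was reached in 13 of 40, with 2 as the highest other.

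Lower genes against No drug numbered 7 for Ada + IgG1, 2 for Ada + IgG4, 1 for Dapiro + IgG1, 0 for Dapiro + IgG4, 0 for Amlite + IgG1, 0 for Bam + IgG1, 142 for Ada + Dapiro and 99 for Ada + Amlite by limma-voom. All are lower than the values quoted from the study above. Lower genes numbered 199 for Dapiro + Amlite, 179 for Dapiro + Bam and 410 for CTLA4-Fc. The last is higher than the value quoted from the study above and the others are lower. The counts depend on the fit: with sample quality weights or only the MLR groups, both chosen afterwards, lower genes numbered 572 and 525 for Ada + Dapiro and 173 and 466 for Ada + Amlite. They ran from 67 to 102 and from 31 to 73 in the Ada and Dapiro groups with immunoglobulin. Some of these pass the values quoted from the study above. Where the count was 0 in the reported fit, lower genes at an unadjusted p below 0.05 numbered 229 for Dapiro + IgG4, 182 for Amlite + IgG1 and 147 for Bam + IgG1. Combination-specific lower genes numbered 137 for Ada + Dapiro and 97 for Ada + Amlite. Both are lower than the values quoted from the study above. For Dapiro + Amlite and Dapiro + Bam they numbered 199 and 179. Both are higher than the values quoted from the study above. Specific genes made up 96.5% of lower genes for Ada + Dapiro, 98% for Ada + Amlite and 100% for Dapiro + Bam. These shares are higher than the values quoted from the study above. With 0 to 7 lower genes in each constituent, shares near 100% are fixed, so the difference is not informative.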
